A study of Mus musculus with 6 samples. Its data were reported in "Berberine increases stromal production of Wnt molecules and activates Lgr5+ stem cells to promote epithelial restitution in experimental colitis" (2022).

How the data were processed

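RNA sequencing was performed on colorectal tissue of C57BL/6 mice with colitis induced by dextran sulfate sodium (DSS), a polymer that injures the gut lining when given in drinking water. All mice received DSS for 7 days and a drug by gavage for 6 days. The drug was berberine (BBR), a plant alkaloid, in 3 mice and sulfasalazine (SASP), an aminosalicylate prodrug used against colitis, in the other 3. Groups were taken from the treatment label of each sample. Replicate numbers within a group followed accession order, so they only name a mouse and pair no mice across groups.

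The deposited table holds FPKM values (fragments per kilobase of transcript scaled to the mapped reads), which the authors calculated with RSEM for each gene and each sample, rounded to 2 decimals. According to the methods of the study, ribosomal RNA was depleted, short single-end reads were sequenced from DNA nanoballs, reads were filtered with SOAPnuke, and clean reads were aligned with Bowtie2. The labels name an Illumina library kit instead, and the table does not settle which preparation was used. Neither source states the genome build or annotation, so no gene coordinates are printed. The study describes rectal samples in its sequencing methods and colon samples in the account of its SASP experiment, and the labels describe colorectal tissue. Genes were listed by NCBI Gene ID and symbol, and each of the 18268 symbols was present once.

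FPKM are not counts, so no count model was used. RSEM divides reads that fit several genes among them, which leaves values of near-identical paralogs uncertain. FPKM values were transformed as log2(FPKM + 1), and all log2 fold changes are on this scale, which understates changes of genes with low values. Genes with an FPKM of at least 1 in at least 3 of the 6 samples were tested, 12072 in all. Both groups were compared with a linear model in limma 3.58.1 (R 4.3.3), with empirical Bayes moderation and a mean-variance trend. P-values were two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. An exact permutation test of 3 against 3 mice cannot give a two-sided p below 0.10, so no such test was used for single genes.

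Before the data were examined, 21 gene lists were fixed: 7 that answered the main questions and 14 others. They covered Wnt ligands, circadian genes, inflammation and chemotaxis, DNA replication, cell cycle, extracellular matrix and stroma, then the study's displayed Wnt pathway and circadian rhythm genes, immune genes raised by SASP and mineral absorption. The text of the study names 4 of the 10 immune genes, and the others were taken from its displays. The study had already reported higher extracellular matrix, stromal, Wnt and circadian genes under BBR in this same comparison. It had also reported lower cell cycle and DNA repair genes. Lists on these themes are therefore no independent test, although members of the matrix, stromal, cell cycle and replication lists came from general knowledge. The remaining lists covered smooth muscle, epithelium, goblet cells, intestinal stem cells, macrophages, granulocytes, T cells, Jak-Stat signalling, oxidative phosphorylation and ribosomal proteins. The last pair was selected by the start of the symbol and holds a few relatives, such as kinases and assembly factors. Each list was summarised by the median log2 fold change of its tested members. Lists were tested with limma's camera (two-sided, inter-gene correlation 0.01) with adjustment over the 21 lists, and again with fry and with an estimated correlation. A further 7 lists were written after the data had been seen and were adjusted as a separate family: interferon-inducible GTPases, antiviral interferon-stimulated genes, MHC class II, interferon-inducible genes with no close paralog, pan-leukocyte genes, Wnt pathway genes at large and other clock-controlled genes.

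The genes to be named were also set by rule before the data were examined. They were the 5 largest rises and 5 largest falls among genes past the threshold with non-overlapping groups and a mean at or above the median of tested genes (10.0 FPKM), all tested Wnt ligand and circadian genes, and up to 3 members with the smallest p-values of any other list. Of the last kind, 1 member per list was named, and only where it passed the threshold, a narrowing chosen after seeing the data. The selected member of 1 list is not reported here. Genes named outside this rule are identified as such.

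The limma and camera steps were tested on simulated log2 values made from the gene means and residual spreads of the real samples. Of 196 changed genes among 11917 tested, 66.3% were recovered, and 3.70% of the calls were false. With no changed gene, 0 genes passed the threshold. Camera passed a list of raised genes (adjusted p = 1.09e-65) and not a list of unchanged genes (adjusted p = 0.807). The simulated noise was independent between genes and had the same spread in all samples. It held no correlated genes and no deviating mouse, so these rates do not carry over to such features of the real samples.

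Read totals were not analysed here. Relative depth was estimated from genes above 0 in 1 sample only, with a transcript shorter than 1500 bases, on the assumption that the typical such value is 1 read. Transcript lengths and GC content were taken from the longest GENCODE M21 transcript of each NCBI Gene ID, and 98.9% of the tested genes had one. The estimates were 16600000, 16400000 and 16800000 reads for BBR mice 1, 2 and 3, and 17700000, 18200000 and 16800000 reads for SASP mice 1, 2 and 3. They rest on 31 to 56 genes per sample and are approximate. On this scale 1 read on a transcript of 1 kilobase was worth 0.0550 to 0.0608 FPKM, so genes well below 1 FPKM rest on few reads.

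Alternatives were other pseudocounts (0.1 and 0.01), no filter, a mean of at least 5 FPKM, quantile normalization, scaling by the median ratio to the mean of all samples, no variance trend, array quality weights, other thresholds, other set tests, and leaving out each mouse in turn. A correction of each sample for transcript length and GC content and a fit with a smooth muscle score as a covariate were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.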

Results

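To compare gene expression under a plant alkaloid and under a standard colitis drug, transcript levels were measured in colorectal tissue of 3 colitis mice receiving BBR and 3 colitis mice receiving SASP. All mice had been given DSS for 7 days and the drug for 6 days. Healthy mice and untreated colitis mice were not analysed here, so every difference below is between the drug groups. Drug cannot be separated from anything else that differed between these groups, such as gut segment, experiment or batch. The study describes rectal samples in its sequencing methods and colon samples for its SASP experiment, so the segment may have differed with the drug. Per sample, 11518 to 12307 genes reached an FPKM of at least 1, and 1297 to 1624 genes were listed at 0. The sum of FPKM ranged from 461160 to 487050. The estimated depth was similar in both groups, at 16400000 to 16800000 reads for BBR and 16800000 to 18200000 reads for SASP.

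Replicates were not copies of each other, as at most 0.389% of the tested genes had identical values in any pair of samples. Across genes, the correlation of log2(FPKM + 1) was 0.987 between BBR mice 1 and 2, but 0.953 and 0.949 between BBR mouse 3 and these mice. Between SASP mice it was 0.982 to 0.989, and between groups 0.916 to 0.953. Genes are not independent replicates, so these values only describe the libraries. The first principal component held 60.4% of the variance and separated the groups, and the second held 25.4% and set BBR mouse 3 apart.

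BBR and SASP were compared directly to find genes that differ between the drug groups. Of 12072 genes tested, 1069 differed at an adjusted p-value under 0.05 in limma (8.86%). Of these, 461 were higher and 608 lower in colitis mice receiving BBR. The 3 BBR values of all 1069 genes lay on one side of the 3 SASP values. Among all tested genes this held for 37.9%, where chance gives 10%. Falls were larger than rises, with 79 genes lower by at least 2 on the log2 scale and 13 higher by as much. The median log2 fold change of all tested genes was 0.10. The count of differing genes depended strongly on single mice. In the fits that left out 1 mouse it ranged from 51 genes without SASP mouse 3 to 4018 genes without BBR mouse 3. Over the other alternatives it ranged from 41 with a smooth muscle score as a covariate to 7126 with array quality weights.

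The largest falls under BBR were in 5 interferon-inducible GTPase genes. Iigp1 (Gene ID 60440) was at 1.66 ± 0.574 FPKM in BBR and 193 ± 85.5 FPKM in SASP mice (SD, n = 3 each), a log2 fold change of -6.09 (SE 0.36, limma adjusted p = 0.000723). Igtp (16145) was at 5.53 ± 0.613 and 333 ± 88.7 FPKM, a change of -5.65 (SE 0.21, adjusted p = 0.000214). Tgtp1 (21822), Gm12250 (631323) and Ifi47 (15953) changed by -5.95, -5.39 and -5.31, with adjusted p-values of 0.00181, 0.000281 and 0.00148. Tgtp1 has a near-identical neighbour in sequence, Tgtp2, so the division of reads between them is uncertain. Iigp1, Tgtp1, Igtp and Ifi47 kept their calls in all alternatives, each left-out mouse included. Gm12250 kept its call wherever it was tested, but it fell below the filter without any 1 of the SASP mice and had no transcript length for the length and GC correction.

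The largest rises were in Cyp2c55, Hsd3b3, Cpm, Pck1 and Tppp3. Cyp2c55 (72082), a cytochrome P450 gene, was at 702 ± 258 FPKM in BBR and 44.7 ± 50.8 FPKM in SASP mice (SD, n = 3 each), a log2 fold change of 4.75 (SE 0.99, limma adjusted p = 0.0366). Its SASP values spread from 4.01 to 102 FPKM, and the call was lost without BBR mouse 1 or 2 or SASP mouse 1 or 3. Cpm (70574), a carboxypeptidase gene, was at 33.3 ± 3.24 and 5.39 ± 1.25 FPKM, a change of 2.44 (SE 0.17, adjusted p = 0.00163), and kept its call in all alternatives. Hsd3b3 (15494), Pck1 (18534) and Tppp3 (67971) rose by 2.48, 2.32 and 2.16, with adjusted p-values of 0.0199, 0.0410 and 0.00644. Pck1 lost its call without any 1 of the mice other than BBR mouse 3. Hsd3b3 lost it without BBR mouse 1 or SASP mouse 1 or 3, and Tppp3 kept it in every fit that left out a mouse.

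**Figure D1:**
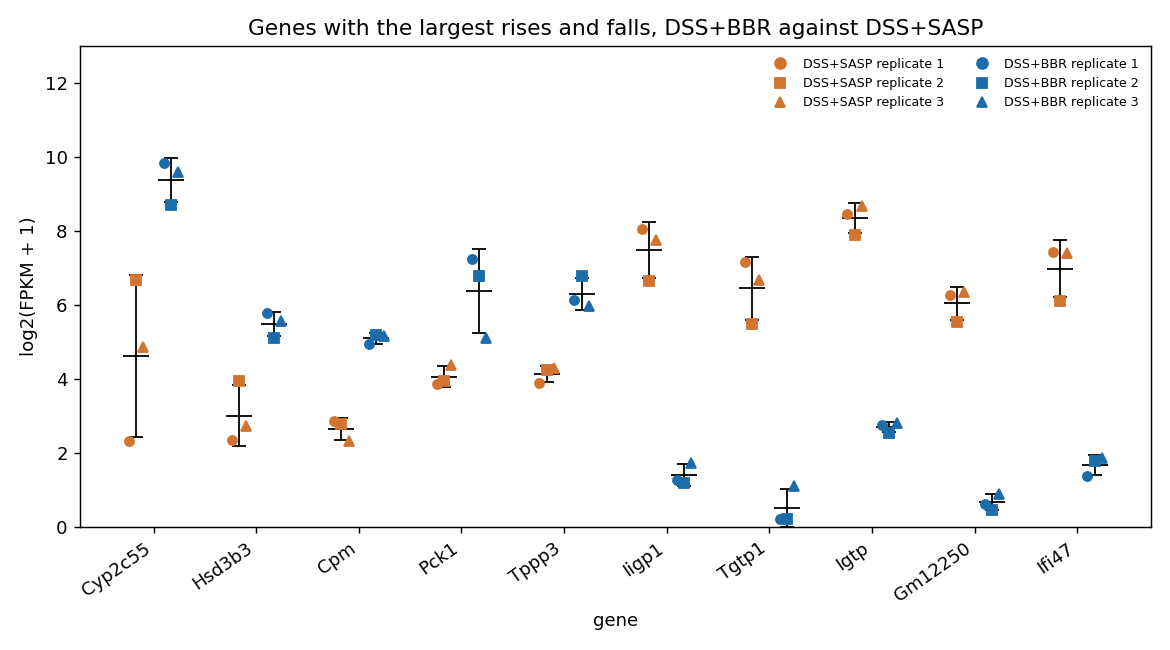
Expression of the 10 named genes, as log2(FPKM + 1) on the vertical axis for each mouse, with black bars for the mean and SD of each group (n = 3). Blue points are colitis mice receiving BBR and orange points those receiving SASP. The groups do not overlap in any of the 10 genes, and the 5 falls, led by Iigp1 at -6.09, are larger than the 5 rises.

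Wnt ligands were examined because the study linked BBR to Wnt signalling. Of 19 mouse Wnt ligand genes, 15 were in the table and 3 passed the filter, Wnt2b, Wnt4 and Wnt5a. Their median log2 fold change was 0.33, higher in 3 of 3 genes, and camera did not pass the threshold (adjusted p = 0.199). Leaving out BBR mouse 3 gave the largest median, 0.57. Wnt4 was at 1.97 ± 0.178 FPKM in BBR and 1.07 ± 0.185 FPKM in SASP mice (SD, n = 3 each), with an adjusted p of 0.0604 in limma over all genes. Its log2 fold change was 0.52, and it passed the threshold with median-ratio scaling (0.47), with no variance trend (0.52), with array weights (0.49) and without BBR mouse 3 (0.57). With all mice, over all genes 0 of the 3 passed, and 1 passed when adjusted over the list alone. Wnt5a and Wnt2b changed by 0.33 and 0.30 (adjusted p = 0.167 and 0.493). The other 12 listed ligands lay below the filter and were not tested, as most of their values rest on few reads. In 9 of them the groups overlapped, and in 3 all BBR values lay above all SASP values, where chance parts the groups in 10%. These 3, identified after their values were seen, were Wnt2, Wnt6 and Wnt11, each under 1 FPKM in all mice. Wnt8b, named outside the rule, was at 1.63, 1.82 and 0.42 FPKM in BBR and at 0.15, 0.44 and 0.30 in SASP mice. In sorted stromal cells the study reported Wnt2, Wnt4, Wnt6, Wnt8b, Wnt9b, Wnt10a, Wnt10b and Wnt11 as restored by BBR. Of these only Wnt4 was tested here, and the study reported Wnt5a as not significantly affected. The list test in whole tissue therefore says little about that report. The Wnt pathway genes displayed by the study had a median of 0.74, with 22 of 22 tested genes higher, 8 past the threshold over all genes and 21 when adjusted over the list alone. That list was chosen on these samples, so its count is not independent evidence. Porcn had its smallest p (log2 fold change 0.93, adjusted p = 0.0205), and its call was lost without BBR mouse 1 or 2 or SASP mouse 1 or 3.

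Circadian genes were examined because the study measured them as targets of BBR. The 9 genes had a median log2 fold change of 0.40, with 7 higher and 2 lower, and camera did not pass the threshold (adjusted p = 0.232). The median was 0.15 without BBR mouse 2 and 0.27 without SASP mouse 1. Npas2 passed the threshold, at 20.2, 21.1 and 21.7 FPKM in BBR and 14.7, 15.4 and 12.4 FPKM in SASP mice (log2 fold change 0.54, SE 0.11, limma adjusted p = 0.0370). It was also the 1 gene past it when adjusted over the list alone. Its call was lost on leaving out any mouse except BBR mouse 3, and with no filter, median-ratio scaling, the length and GC correction or the smooth muscle covariate. Arntl rose by 0.49 (adjusted p = 0.0834) and passed the threshold without BBR mouse 3 (0.60) and with array weights (0.51). Cry2, Per1 and Per3 rose by 0.74, 0.43 and 0.40 with adjusted p-values of 0.163, 0.270 and 0.334. Cry2 passed the threshold without BBR mouse 3 (1.12) and with array weights (0.86), and Per3 passed with array weights (0.52). Clock, Per2, Nr1d1 and Cry1 changed by 0.06, -0.06, -0.19 and 0.05, less than the spread between mice, and each changed sign without some single mouse. Clock and Cry1 also did so with quantile normalization and with median-ratio scaling, while Clock passed the threshold with array weights (0.21). The circadian rhythm genes displayed by the study had a median of 0.70, with 8 of 8 higher, 2 past the threshold over all genes and 7 when adjusted over the list alone, again on a list chosen on these samples.

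Genes of inflammation and chemotaxis did not pass the threshold in the model without weights or covariates. The median of the 5 tested genes was -0.13 (camera adjusted p = 0.485), with 2 higher and 3 lower, and 0 passed the threshold over all genes or when adjusted over the list alone. This result rested on BBR mouse 3, without which the median was -1.36 and passed the threshold. It also passed with all 6 mice when array weights (-1.13) or the smooth muscle covariate (-1.35) were used. The study named the inflammation and chemotaxis genes as lowered by SASP against untreated colitis. That list was therefore chosen with the SASP samples and leans against a fall under BBR, and only 5 of its 10 genes were tested. The next list was picked the other way, as raised by SASP, so a contrast between these lists is partly built in. Immune genes that the study displayed as raised by SASP were lower under BBR in 10 of 10 cases, with a median of -1.60 (camera adjusted p = 1.51e-08). Of these, 7 passed the threshold over all genes and 9 when adjusted over the list alone, on a list chosen with the SASP samples. Irf1 was at 126 ± 9.85 FPKM in BBR and 412 ± 78.1 FPKM in SASP mice (SD, n = 3 each; log2 fold change -1.68, limma adjusted p = 0.00478). Jak-Stat genes had a median of -0.85 (camera adjusted p = 0.000251), with 9 of 13 lower, 6 past the threshold over all genes and 7 when adjusted over the list alone.

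DNA replication genes were lower under BBR in 30 of 30 cases, with a median of -1.05 (camera adjusted p = 1.14e-16). Over all genes 14 passed the threshold, and 28 when adjusted over the list alone. Fen1 was at 3.78 ± 0.442 FPKM in BBR and 13.7 ± 1.05 FPKM in SASP mice (SD, n = 3 each; log2 fold change -1.62, SE 0.13, limma adjusted p = 0.00190). Cell cycle genes were lower in 22 of 22 cases, with a median of -1.17 (camera adjusted p = 4.32e-11), 10 past the threshold over all genes and 18 when adjusted over the list alone. Birc5 changed by -1.64 (adjusted p = 0.0351), a call lost on leaving out any mouse except BBR mouse 3. The study had reported lower cell cycle and DNA repair genes in this same comparison, so neither list is an independent test of that report.

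Extracellular matrix genes were higher under BBR in 24 of 24 cases, with a median of 0.82 (camera adjusted p = 1.34e-06), 4 past the threshold over all genes and 17 when adjusted over the list alone. Col3a1 was at 92.8 ± 9.42 FPKM in BBR and 52.1 ± 13.3 FPKM in SASP mice (SD, n = 3 each; log2 fold change 0.85, limma adjusted p = 0.0410). Stromal genes were higher in 11 of 11 cases, with a median of 0.56 (camera adjusted p = 0.00631), 1 past the threshold over all genes, Thy1 (0.84, adjusted p = 0.0399), and 4 when adjusted over the list alone. The calls of Col3a1 and Thy1 were lost without BBR mouse 1 or 2 or SASP mouse 1 or 3, and that of Thy1 also without SASP mouse 2. The study had reported higher matrix and stromal genes in this same comparison, so these lists are not independent of that report either. Smooth muscle genes had a median of 1.12, with 15 of 16 higher (camera adjusted p = 0.00138), but 0 genes passed the threshold over all genes or when adjusted over the list alone. The median was 0.70 without SASP mouse 1, and the list lost its call without BBR mouse 3 and with array weights (0.48).

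**Figure D2:**
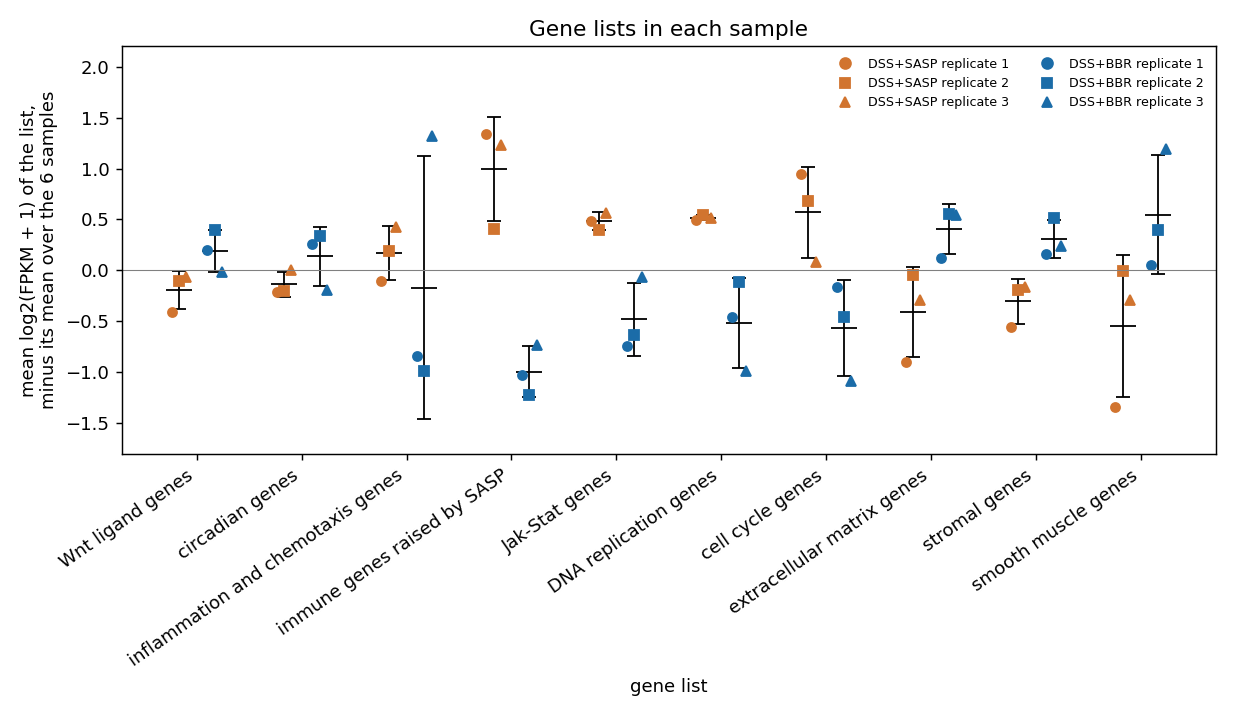
Level of 10 gene lists in each mouse, as the mean log2(FPKM + 1) of the tested members minus its mean over the 6 samples, with black bars for the mean and SD of each group (n = 3). Blue points are colitis mice receiving BBR and orange points those receiving SASP. In inflammation and chemotaxis genes BBR mouse 3 lies at 1.32 while the other BBR mice lie at -0.84 and -0.99.

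Of the remaining lists, granulocyte genes had a median of -0.51 (camera adjusted p = 0.0329), with 4 of 5 tested genes lower, and the call was lost without BBR mouse 1 or 2 or SASP mouse 2. It was also lost with quantile normalization (-0.57), median-ratio scaling (-0.59), a pseudocount of 0.01 and the length and GC correction (-0.65). The call held at very different medians in other fits, with -0.07 with no filter and -0.96 without BBR mouse 3. It also held with the smooth muscle covariate (-1.34) and with a mean of at least 5 FPKM (-2.21). S100a8 passed over all genes (log2 fold change -3.49, adjusted p = 0.0365) but was listed at 0 in BBR mice 1 and 2, at 6.19 in BBR mouse 3 and at 18.5, 20.6 and 23.1 FPKM in SASP mice. Its call was lost on leaving out any mouse except BBR mouse 3, with no filter and with pseudocounts of 0.1 (-5.71) and 0.01 (-7.92), so the size of its change depends on the pseudocount. Oxidative phosphorylation genes changed little, with a median of -0.12 and 71 of 92 lower (camera adjusted p = 6.80e-05), and -0.04 without BBR mouse 3. Their call was lost with array weights and with the length and GC correction, and their median rose above 0 with the smooth muscle covariate. Cox7a1 went the other way (0.82, adjusted p = 0.0105). Lists of mineral absorption, goblet cell, intestinal stem cell, epithelial, macrophage, T cell and ribosomal protein genes did not pass the threshold, with medians of 0.35, 0.17, 0.24, 0.04, -0.14, 0.07 and -0.04 (camera adjusted p = 0.342, 0.485, 0.896, 0.580, 0.199, 0.896 and 0.132). Across left-out mice the mineral absorption, goblet cell and intestinal stem cell medians ranged from 0.22 to 0.73, 0.075 to 0.29 and 0.023 to 0.44. The epithelial median fell below 0 with median-ratio scaling. Ribosomal protein genes passed the threshold as higher in some alternatives and as lower in others, with 0.18 without BBR mouse 3 and -0.18 without BBR mouse 1. Macrophage genes passed it with a mean of at least 5 FPKM (-0.29). Within the lists Krt18 rose by 0.75 (adjusted p = 0.0163), Cdca7 fell by 0.90 (adjusted p = 0.0247) and Cd14 fell by 1.85 (adjusted p = 0.00891). The epithelial, intestinal stem cell and oxidative phosphorylation lists each held 1 gene past the threshold as higher and 1 as lower over all genes. The calls of Cox7a1 and Krt18 were lost without BBR mouse 1 or SASP mouse 1 or 3, that of Cdca7 without BBR mouse 1 or any SASP mouse, and that of Cd14 without SASP mouse 3. Of the genes named above as past the threshold, the 5 GTPase genes, Cpm and Fen1 kept their calls with the smooth muscle covariate, and the rest lost them. Cyp2c55, Pck1, Birc5, Col3a1 and Thy1 also lost theirs with no filter, and Thy1 with quantile normalization. In total camera passed 11 of the 21 lists. With fry, 5 of these held: DNA replication, the study's Wnt pathway and circadian rhythm genes, immune genes raised by SASP and Jak-Stat genes. With an estimated inter-gene correlation 0 held.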

Values the study reported

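The study gave BBR at 100 mg/kg and SASP at 200 mg/kg by gavage, doses it had selected from a range of 50 to 200 mg/kg. Colitis was induced with 2.5% DSS over 7 days. Genes were called different at a P-value of at most 0.05.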

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

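DNA replication, cell cycle, extracellular matrix and stromal genes kept their direction in all fits, and their medians stayed within -1.24 to -0.77, -1.42 to -0.91, 0.58 to 1.02 and 0.45 to 0.72 when single mice were left out. Their size moved more under other settings. With array weights the medians of the first 3 were -0.91, -0.48 and 0.49, and with the smooth muscle covariate -0.74, -0.58 and 0.31. Wnt ligand and circadian genes kept their direction and stayed short of the threshold in every alternative that could be run, and with a mean of at least 5 FPKM too few Wnt ligand genes were left for a test.

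The 1069 differing genes (461 higher, 608 lower) became 608 (225 and 383) with no filter, 1736 (743 and 993) with quantile normalization and 1714 with median-ratio scaling, where 1090 were lower. Array weights gave 7126 (4636 and 2490), so that 65.1% of the calls were higher against 43.1%. At the study's threshold, an unadjusted p of at most 0.05, 3837 genes differed (2224 and 1613), where 604 would pass by chance. An adjusted p under 0.01 left 109 (15 and 94), and a log2 fold change of at least 1 left 404 (120 and 284). With the smooth muscle score as a covariate, chosen after seeing the data, 41 differed (8 and 33), 40 of them among the 1069. That fit also has fewer degrees of freedom. Across the 6 fits that each left out 1 mouse, the count ranged from 51 to 4018, with 6 to 2649 higher and 45 to 1369 lower. The highest values came without BBR mouse 3, the sample farthest from its group, and the lowest without SASP mouse 3. All 51 genes of the lowest count were among the 1069. The filter asks for 3 samples, so without 1 SASP mouse 54 of the 608 lower genes were not tested, and without 1 BBR mouse 27 of the 461 higher genes were not.

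Inflammation and chemotaxis genes had no stable direction. Their median was 0.024 with no filter, -1.13 with array weights and -1.35 with the smooth muscle covariate, and the last 2 passed the threshold. It ranged from -1.36 to 0.24 when single mice were left out. The set test mattered more than the scaling for the other lists. With an estimated inter-gene correlation, DNA replication (-1.05), cell cycle (-1.17), extracellular matrix (0.82) and stromal genes (0.56) no longer passed, and with fry the last 3 did not. Of the 14 other lists, 7 passed in camera, 4 in fry and 0 with the estimated correlation. With the smooth muscle covariate, extracellular matrix (0.31) and stromal genes (0.46) fell short of the threshold, as stromal genes did with array weights (0.47). The cause was not tested, except where fewer samples or a different set test define the alternative.

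Some small medians changed sign. Epithelial genes were at -0.054 with median-ratio scaling and -0.028 with the length and GC correction, and at -0.00054 to 0.11 across left-out mice. Ribosomal protein genes were at 0.23 with array weights, 0.0081 with the length and GC correction and 0.32 with the smooth muscle covariate, and at -0.18 to 0.18 across left-out mice. They passed the threshold in both directions: as higher with array weights, with that covariate and without BBR mouse 3, and as lower with no filter (-0.040), with median-ratio scaling (-0.13) and without BBR mouse 1 or 2 or SASP mouse 2. The covariate also gave -0.020 for smooth muscle genes, by its construction, -0.10 for goblet cell genes and 0.047 for oxidative phosphorylation genes. Leaving out single mice gave -0.25 to 0.065 for macrophage genes and -0.0018 to 0.23 for other clock-controlled genes. For T cell genes, of which 3 were tested, the 4 such fits that could be run gave -0.089 to 0.17. Without SASP mouse 1 or 3, and with a mean of at least 5 FPKM, too few of them passed the filter.

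Of the 34 genes that the naming rule selected, 11 kept their direction and their side of the threshold in every alternative in which they were tested. Among the 11, Wnt5a, Wnt2b and Per1 never passed the threshold. Clock was at -0.0035 with quantile normalization, -0.029 with median-ratio scaling and -0.0012 with the length and GC correction. Cry1 was at -0.0090, -0.029 and -0.032 in these settings, at -0.35 with array weights and at -0.19 with the smooth muscle covariate. Nr1d1 was at 0.48 with array weights and 0.36 with that covariate. Across left-out mice Clock ranged from -0.028 to 0.15, Per2 from -0.15 to 0.11, Nr1d1 from -0.78 to 0.60 and Cry1 from -0.30 to 0.34. In 13 of these genes at least 1 left-out mouse took a call below the threshold.

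The alternatives planned for counts were not run, because the values are FPKM. Depth limits the Wnt ligand result: 12 of the 15 listed genes lay below the filter, where 1 read on a transcript of 1 kilobase is worth about 0.06 FPKM.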

Other observations

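The tests below of left-out mice, paralogs, epithelium, extracellular matrix, mouse 3 and clock phase, and the splits for gene counts, were chosen after the result had been seen. The genes named here outside the rule were chosen after their values were seen.

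Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many differing genes, higher genes or lower genes as the grouping by drug, namely that grouping itself. The other 9 gave 0 genes at an adjusted p under 0.05, with 31 to 1230 at an unadjusted p of at most 0.05. With 10 splits the share cannot fall below 0.1, so this test by itself decides nothing about chance. The grouping by drug parted all values in 37.9% of the tested genes, against 2.40% to 17.0% in the other splits. Genes move together, so this share rests on the same 10 splits and does not settle the question either. The gene lists behaved differently: 4 of the 10 splits passed as many lists in camera as the 11 of the real one, and the other 9 splits passed 6 to 12. Camera with its preset correlation therefore passed lists readily in every split. The other 9 splits set groups of unequal drug mix against each other, so they still hold part of the drug difference. Which lists passed, and in which direction, was not compared. The splits thus cannot show how many lists pass without any effect. The adjusted p-values of lists in the report do not by themselves separate the drugs. After each sample was corrected for transcript length and GC content, 1515 genes differed, 946 of them among the 1069, which argues against that bias as the whole source of the count.

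An interferon programme stood out among the falls. In 62 tested genes from lists of interferon-inducible GTPases, antiviral genes, MHC class II genes and interferon-inducible genes with no close paralog, 62 were lower under BBR. They made up 37 of the 79 genes that fell by at least 2 on the log2 scale (46.8%), and 51 of all 608 lower genes (8.39%). The number called was less stable than the direction of the lists. It was 22 without SASP mouse 3, 23 without SASP mouse 1, 18 with the smooth muscle covariate and 62 with array weights, while all lower genes numbered 45, 50, 33 and 2490. Medians were -4.29, -1.77, -1.39 and -2.22, in that order, and the MHC class II median was -0.79 without SASP mouse 1. With the smooth muscle covariate they were -4.00, -1.77, -0.34 and -1.89, so tissue content may account for much of the MHC class II fall. Gbp2 was at 15.1, 18.3 and 21.3 FPKM in BBR and 877, 301 and 1002 FPKM in SASP mice. Cxcl9 was at 0.16, 0.04 and 0.06 against 12.96, 4.36 and 9.76 FPKM. Ifng, which was below the filter, was listed at 0 in all 3 BBR mice and at 1.19, 0.30 and 0.21 FPKM in SASP mice.

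Several technical explanations of this pattern were argued against. The GTPase median was -4.23 after the length and GC correction and -4.37 after median-ratio scaling, and the weakest value without 1 mouse was -4.25. Genes with no close paralog fell by 2.22, so reads shared between paralogs are not the whole cause. Without 1 BBR mouse, 15 to 16 of the 16 GTPase genes passed the threshold. Without 1 SASP mouse 12 passed, all that were left by the filter. With the smooth muscle covariate 11 of 16 passed. A lower leukocyte content was also tested. Pan-leukocyte genes had a median of -0.53, with 16 of 17 lower. As a list they passed in camera (adjusted p = 4.35e-06) but not in fry, and 0 single genes passed the threshold. Their median is far from the -4.29 of the GTPase genes, so leukocyte number alone is not enough for those. A smaller difference in leukocyte number may add to the falls, and the MHC class II median of -1.39 lies nearer to it. What stays open is a hypothesis: SASP may leave or raise interferon signalling in this tissue, or BBR may lower it. Against untreated colitis, the study reports that SASP raised some immune genes, Irf1 among them. It also reports lower Ifng under BBR by qPCR in rectal samples. Both readings may therefore hold, and these reports do not settle the share of either. Untreated colitis mice, which would part these readings, were not analysed here. Housing, litter and an infection shared by one group were not tested. Jak-Stat genes overlap this pattern through 3 members, and without them the median was -0.49 over 10 genes.

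The lower cell cycle and DNA replication genes were not matched by a fall of the epithelial list as a whole. Of its 12 tested genes 9 were higher and 3 lower. Adjusted over the list alone, 1 passed the threshold as higher and 3 as lower. Epithelial genes had a median of 0.039, with quartiles of -0.10 and 0.13, against -1.17 for cell cycle genes, which argues against loss of epithelium as the whole cause. After the length and GC correction the cell cycle median was -1.22. With the smooth muscle covariate it was -0.58, and that of DNA replication genes went from -1.05 to -0.74, both still past the threshold in camera. Muscle content may therefore account for part of these falls, which 6 samples cannot settle. A difference in proliferation between the drugs is a candidate explanation that remains untested here. Against untreated colitis, the study reports higher DNA replication and repair genes under SASP. It also reports more Ki67-positive cells and Lgr5 stem cells under BBR in colitis, but lower cell cycle genes under BBR in normal mice. The falls may thus reflect a rise under SASP, a fall under BBR or both.

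Higher extracellular matrix and Wnt pathway genes may in part reflect how much muscle and stroma each tissue piece held. Smooth muscle genes were lowest in SASP mouse 1 (-1.34 from the mean of all samples) and highest in BBR mouse 3 (1.19). With this score as a covariate, the extracellular matrix median went from 0.82 to 0.31 and that of Wnt pathway genes at large from 0.21 to 0.14, and neither passed the threshold. The study's displayed Wnt pathway genes went from 0.74 to 0.56 and still passed, but they had been picked as higher in these samples, so this does not settle the question. The score moves with the drug groups, and 6 samples leave little to separate them, so tissue content and drug cannot be told apart for these lists. The broad Wnt pathway list itself was weaker than the study's selection. Of its 98 tested genes 72 were higher, with camera adjusted p = 0.0267 but the call was lost without BBR mouse 3 (0.27) or SASP mouse 1 (0.15), with array weights (0.16), with a mean of at least 5 FPKM (0.094) and after the length and GC correction (0.077). Fry and the estimated correlation did not keep it either. The 76 genes outside the study's displayed list had a median of 0.10, which equals that of all tested genes, with 50 higher and 26 lower. The displayed genes were picked as higher, so the remainder is biased the other way.

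Mouse 3 of the BBR group differed from its group. In it 710 genes lay over 1 on the log2 scale from the mean of the other BBR mice, 313 above and 397 below, against 30 to 231 genes for each other mouse within its group. Cxcl5 was at 53.7 FPKM in this mouse and at 0.63 and 0.46 in the other BBR mice, with 5.86, 8.81 and 12.2 in SASP mice. Socs3 was at 79.1 against 3.52 and 3.38 FPKM, with 20.8, 39.0 and 24.7 in SASP mice. Its estimated depth of 16800000 reads lay within the range of the other samples, so lower depth is not the cause. Its 50 most abundant genes took 27.0% of the FPKM sum against 19.8% to 24.2% elsewhere, but the median tested gene shifted by only -0.19, so this composition is not the whole cause either. Persisting inflammation in 1 animal, or a different piece of tissue, could both give such values and were not tested. Its interferon-inducible genes were low as in the other BBR mice, with GTPase levels of -2.11 against -2.31 and -2.28 from the mean of all samples.

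Clock output genes varied between mice of a group. Dbp was at 4.72, 2.25 and 0.62 FPKM in BBR mice 1, 2 and 3 and at 0.65, 2.18 and 5.80 in SASP mice. Nr1d1, Nr1d2 and Tef ranked the mice in the same order within each group. Tissue taken at different times of day is a candidate explanation. The study states that colon sampling began at a set morning hour unless noted otherwise, which limits it. The time for each of these mice is not given. Among 8 other clock-controlled genes, 1 followed this order, and 18.2% of 10000 random lists matched on expression held as many, so the test gave no support. Other clock genes peak at other times, which keeps the question open, a reading chosen after the count was seen. Such variation would widen the spread of the circadian comparison.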
